# Diurnal Patterns of Gene Expression in the Dorsal Vagal Complex and the Central Nucleus of the Amygdala – Non-rhythm-generating Brain Regions

**DOI:** 10.3389/fnins.2020.00375

**Published:** 2020-05-11

**Authors:** Mary M. Staehle, Sean O’Sullivan, Rajanikanth Vadigepalli, Kate F. Kernan, Gregory E. Gonye, Babatunde A. Ogunnaike, James S. Schwaber

**Keywords:** diurnal rhythms, gene expression, dorsal vagal complex, central nucleus of the amygdala, qPCR

## Abstract

Genes that establish the circadian clock have differential expression with respect to solar time in central and peripheral tissues. Here, we find circadian-time-induced differential expression in a large number of genes not associated with circadian rhythms in two brain regions lacking overt circadian function: the dorsal vagal complex (DVC) and the central nucleus of the amygdala (CeA). These regions primarily engage in autonomic, homeostatic, and emotional regulation. However, we find striking diurnal shifts in gene expression in these regions of male Sprague Dawley rats with no obvious patterns that could be attributed to function or region. These findings have implications for the design of gene expression studies as well as for the potential effects of xenobiotics on these regions that regulate autonomic and emotional states.

## Introduction

Diurnal rhythm is a major factor in many aspects of mammalian function, including the regulation of gene expression (Reppert and Weaver, 2002; Sukumaran et al., 2010). In mammals, such diurnal regulation of expression is attributed to the presence of an endogenous circadian clock located in the suprachiasmatic nucleus (SCN) of the anterior hypothalamus that responds to solar time (Dibner et al., 2010). This circadian clock establishes and maintains the daily rhythms of physiological processes (Bugge et al., 2012). Perturbations in the circadian clock can lead to multiple disorders including cancer (Cadenas et al., 2014), major depressive disorder (Li et al., 2013), and alcoholic liver disease (Forsyth et al., 2015).

Peripheral tissues including the heart, kidney, liver and gastrointestinal tract also demonstrate gene expression variations based on circadian time (Oishi et al., 1998; Shieh, 2003; Lim et al., 2006; Hoogerwerf et al., 2007; Sládek et al., 2007; Hughes et al., 2009; Froy, 2011). For example, the pharmacokinetics and dynamics of xenobiotic metabolism in the liver have been shown to vary based on circadian time, thereby altering the balance between therapeutic response and toxicity (Paschos et al., 2010; Froy, 2011; Gachon and Firsov, 2011). Within the brain, most studies of clock-modulated gene expression effects have focused on the SCN. However, there also have been studies that have shown spatiotemporally controlled diurnal patterns of clock-controlled genes in the brain (e.g., Harbour et al., 2014), suggesting that although the SCN serves as master regulator of circadian rhythms, non-SCN brain regions also respond to and intone a diurnal rhythm. By most estimates, the number of diurnally-associated genes is modest; in mouse, it has been estimated that 5–25% of the transcriptome exhibits diurnal patterning (Panda et al., 2002; Li and Zhang, 2015). Here, we report widespread diurnal gene expression patterns in two non-rhythm-generating brain regions.

The dorsal vagal complex (DVC) and the central nucleus of the amygdala (CeA) (Figure 1) are involved in receiving visceral inputs and generating autonomic outputs. We and others have found that the DVC, a major viscerosensory region in the brainstem, responds to a variety of inputs in order to maintain homeostasis in response to drugs, such as alcohol (Covarrubias et al., 2006; McDonald et al., 2008). Furthermore, the DVC has projections to the CeA that can modulate emotional state and behavior (Schwaber et al., 1982; Rosa et al., 2014). Moreover, the CeA is implicated in response to many drugs and plays an important role in addiction (Smith and Aston-Jones, 2008; Koob and Volkow, 2010; Roberto et al., 2012; de Guglielmo et al., 2019). We aimed to investigate the consequential influence these viscerosensory functions have on emotional state and behavior in the face of xenobiotic exposure. The focus herein stems from a multidimensional analysis of the resulting data, which revealed considerable patterns of diurnal variation in gene expression in the DVC and CeA. To the best of our knowledge, neither of these brain nuclei has been classified previously as rhythm-generating or solar-time-responsive like the SCN. However, it is reasonable to hypothesize that state change in these brain nuclei with respect to circadian time could have substantial influence on the subjective emotional experience of xenobiotics – particularly drugs of abuse and withdrawal from them.

**FIGURE 1:**
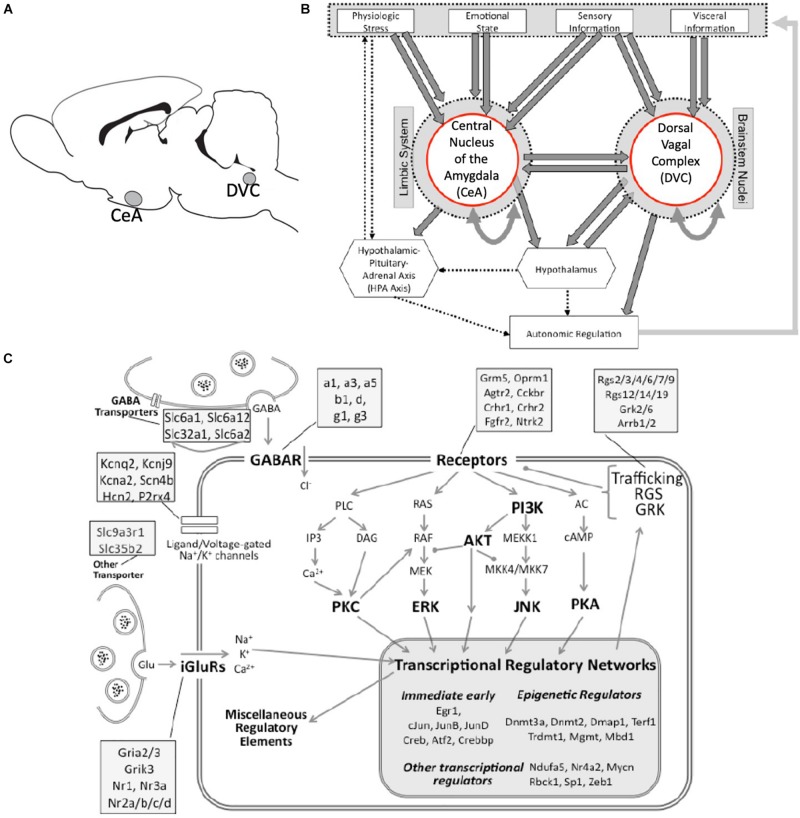
Neuroanatomical and neurobiological systems of interest. **(A)** Rat brain cartoon denoting sampled brain regions. CeA, central nucleus of the amygdala; DVC, Dorsal vagal complex. **(B)** A simplified cartoon representation showing the integrative roles of the CeA and the DVC in autonomic regulation. Direct connections are shown as heavy arrows, whereas indirect connections are shown as dotted arrows. Many anatomical and functional connections are omitted for clarity. **(C)** A graphical representation of the targeted cell biology including stress-responsive systems of excitatory and inhibitory neurotransmission, receptor-driven intracellular signaling, and transcription regulation (large shaded box). Major functional groups and signaling pathways are highlighted in bold. Compartments represented include the presynaptic terminal and membrane, and the post-synaptic membrane, cytoplasm and nucleus. Representative genes assigned to functional categories are listed in the attached shaded boxes.

Of the 145 transcripts measured in this study, 114 were determined to have a diurnal expression pattern in the DVC and/or the CeA. Of those, only 67 had diurnal patterns in both the DVC and the CeA, and only 22 of that subset were determined to have the same pattern in both brain regions. Taken together, this suggests broad spatiotemporally controlled effects of diurnal time on gene expression in the brain. Furthermore, diurnal gene expression patterns in the DVC and the CeA may underlie diurnal rhythms in physical and emotional regulation, which presents a potential mode of modulation by exogenous stressors that affect these systems. Ultimately, these results suggest that diurnal time should be controlled for explicitly in experimental designs involving gene expression in any brain tissue, and likely any *in vivo* tissue source.

## Materials and Methods

### Animals

All protocols were approved by the Institutional Animal Care and Use Committee of Thomas Jefferson University. Forty young, male, Sprague Dawley rats (35–45 g, Harlan Laboratories, Indianapolis, IN, United States) were housed individually in the Thomas Jefferson University Alcohol Research Center Animal Core Facility and fed standard chow and water until their weight reached 120 g (approximately 10 days). Upon achievement of the weight criteria, the rats were given an alcohol-free, maltose-dextrin substituted, Lieber DeCarli liquid diet (BioServ, Frenchtown, NJ, United States) *ad libitum* for 3 days. This diet is a liquid control diet that is nutritionally balanced to provide all necessary nutrients without supplementation (Lieber and Decarli, 1994). On subsequent days, each rat received a restricted quantity of the liquid diet such that the 24 h delayed caloric intake equaled the previous day’s intake of matched alcohol-fed animals. Only the calorie-restricted, alcohol-naïve animals are considered in this study. These animals and their alcohol-fed matches were also considered elsewhere (Freeman et al., 2012a, b, 2013). Rat weights were recorded weekly and linearly interpolated for intermediate days. The animal facility was maintained at constant temperature and humidity with a regular 12/12 light cycle [lights on at 07:00 (ZT0)].

The animals were sacrificed via rapid decapitation at one of three times of the day. For clarity, we use the standard circadian nomenclature of Zeitgeber time (ZT) to define the three times of the day, however, we note that this is not a study of circadian rhythms; the light cycles of all animals are identical and undisrupted. The three time points are: ZT3 (*n* = 7), ZT5 (*n* = 18), and ZT9 (*n* = 15). There were no differences among groups in the number of days on the calorie-restricted diet (ZT3: 39.71 ± 1.83 days; ZT5: 39.67 ± 0.95 days; ZT9: 39.07 ± 0.92 days; *p* > 0.3), and the overall rate of weight gain did not differ between groups (ZT3: 3.77 ± 0.39 g/day; ZT5: 3.73 ± 0.24 g/day; ZT9: 3.70 ± 0.24 g/day; *p* > 0.7). Thus, although these calorically-restricted animals may be different from standard chow-fed control animals, we consider all of the alcohol-naïve animals examined in this study to be experimentally equivalent to each other except for the Zeitgeber time of sacrifice; any baseline differences in expression due to caloric restriction are not examined herein.

### DVC and CeA Microdissection

Brains were excised immediately after decapitation and placed into ice-cold artificial cerebral spinal fluid (ACSF: 10 mM HEPES, pH 7.4; 140 mM NaCl; 5 mM KCl; 1 mM MgCl_2_; 1 mM CaCl_2_; 24 mM D-glucose). Brainstem and forebrain were separated and secured in individual agarose (4% UltraPure^TM^ low melting point agarose (Invitrogen, Carlsbad, CA, United States) in ACSF) blocks for slicing. Using a McIlwain Tissue Chopper (Gamshall, United Kingdom), the brainstem was sliced into 275 μm transverse sections, and the forebrain was sliced into 625 μm coronal sections. The slices were floated in ice-cold ACSF, and slices containing the regions of interest were selected. The DVC was identified and micropunched as previously reported (Khan et al., 2008). In an analogous manner, the CeA was identified by neuroanatomical landmarks defined by Paxinos and Watson (2007) and micropunched using size-matched micropunches (≤1.25 mm; Stoelting, Wood Dale, IL, United States). Bilateral punches were treated as a single sample. Each sample (two per animal: DVC and CeA) was tested separately and analyzed individually without pooling.

### High-Throughput qRT-PCR

RNA was extracted with either the RNeasy or the AllPrep DNA/RNA extraction kit (Qiagen, Valencia, CA, United States). Total RNA was DNAse treated (DNA-Free RNA kit, Zymo Research, Orange, CA, United States), RNA concentration and integrity were assessed with an ND-1000 (NanoDrop, Wilmington, DE, United States) and RNA nano 6000 chips on an Agilent 2100 Bioanalyzer, and the RNA was stored at −80°C. Reverse transcription was performed from 100 ng total RNA using SuperScript II (Invitrogen, Carlsbad, CA, United States).

A panel of genes representing various cellular processes and cellular localizations were developed for investigation (Supplementary Table S1). The panel is not exhaustive, and the genes were not selected with regard to circadian rhythm regulation nor caloric restriction, but rather were selected to provide a wide perspective of cellular activity (primarily for investigating the role of xenobiotic exposure). Cellular localization and function of the 145 genes are illustrated in Figure 1C. Intron-spanning PCR primers and probes were designed using Roche’s Universal Probe Library Assay Design Center^1^. The primers and probes for the 145 genes that passed quality control measures are listed in Supplementary Table S1. The standard BioMark^TM^ protocol was used to pre-amplify cDNA samples for 14 cycles (TaqMan^®^ PreAmp Master Mix: Applied Biosystems, Foster City, CA, United States). qRT-PCR reactions were performed with 96.96 BioMark^TM^ Dynamic Arrays (Fluidigm, South San Francisco, CA, United States), enabling simultaneous quantitative measurement of up to 96 transcripts in 96 samples each (Spurgeon et al., 2008; Orina et al., 2009). Runs were 40 cycles (15 s at 95°C; 5 s at 70°C; 60 s at 60°C). C_*T*_ values (Supplementary Tables S2, S3) were calculated using default settings in the Real-Time PCR Analysis Software (Fluidigm) and software-designated failed reactions were discarded from analysis.

### Experimental Design and Statistical Analysis

Fresh DVC and CeA samples were collected from rats immediately following rapid decapitation [ZT3 (*n* = 7), ZT5 (*n* = 18), and ZT9 (*n* = 15)]. RNA was extracted, reverse transcribed, and measured with microfluidic qPCR (see above). For each sample, the raw C_*T*_ values were quantile-normalized (ΔC_*T*_) in R version 2-11-1 (Bolstad et al., 2003). Quantile normalization has been shown to be viable alternative to normalization via an internal control, or housekeeping gene (Fujita et al., 2006; Pradervand et al., 2009). ΔΔC_*T*_ values were calculated for each gene by subtracting the mean ΔC_*T*_ at ZT5. −ΔΔC_*T*_ values were used for all visualizations of the relative expression changes across time points.

All statistical analyses were performed in R using the ΔC_*T*_ values. Time point and region effects were calculated with a standard 2-factor ANOVA model. Region-specific tests of time point effects were conducted with one-way ANOVA and both post-hoc two-tailed, Student’s *t*-tests and *post hoc* Tukey comparisons. Multidimensional scaling analysis (MDS) in three coordinate dimensions was conducted in R using *cmdscale*. All statistical testing was conducted at a 95% confidence level, and all stated errors are the 95% confidence intervals around the means. By nature of the quantity of genes and statistical comparisons (145 genes per statistical comparison type), we anticipate that these analyses will yield some false positives. However, we accept these errors without correction in order to describe the broad impacts of diurnal time. For each gene measured, the expression data, statistical analysis, and pattern determination (section Diurnal Pattern Classification) are provided in Supplementary Table S2 (DVC) and Supplementary Table S3 (CeA).

### Diurnal Pattern Classification

Genes were determined to have a diurnal expression pattern if: (1) the time point effect in the one-way ANOVA was significant (*p* ≤ 0.05); (2) *t*-test comparisons revealed a significant difference in gene expression between any two time points (ZT3 vs. ZT5, ZT5 vs. ZT9, or ZT3 vs. ZT9, *p* ≤ 0.05), *or* (3) the mean −ΔΔC_*T*_ value at any time point was greater than 0.25 or less than -0.25. These statistics are listed in Supplementary Tables S2, S3. Genes fulfilling at least one of these criteria were further classified into eight patterns according to the −ΔΔC_*T*_ magnitudes and the statistically significant differences between time points. Support for these patterns were recorded as either statistics-based (for those genes satisfying either or both of the first two criteria above) or threshold-based (for those genes satisfying only the third criterion). The threshold value of 0.25 was selected to capture the genes with larger average changes (∼20% or more) that are not selected by statistical criteria due to a high level of biological variability. There is no reason to expect that the DVC and the CeA have the same diurnal expression patterns, so each brain region’s pattern was determined separately.

### Alignment Score Calculation

In order to determine genes whose diurnal expression patterns differ between brain regions, we developed an alignment score based upon the calculated angle between two three-dimensional vectors representing the temporal expression patterns. For each gene, *m*, and each brain region, *i*, we calculated the mean ΔC_*T*_ value for each time point and combined the three values as a three-dimensional vector:

(1) $${\bar{x}}_{m,i}=\left(Z\,T\,3_{a\,v\,g\,\Delta \,C_{T},m,i},Z\,T\,5_{a\,v\,g\,\Delta \,C_{T},m,i},Z\,T\,9_{a\,v\,g\,\Delta \,C_{T},m,i}\right)$$

We then calculated an alignment score (AS) between the DVC and the CeA:

(2) $$AS_{m,D\,V\,C:C\,e\,A}^{*}=\frac{\left\langle {\bar{x}}_{m,DVC,}\,{\bar{x}}_{m,CeA,}\right\rangle }{{||{\bar{x}}_{m,D\,V\,C}||}^{*}\,||{\bar{x}}_{m,C\,e\,A}||}=\cos{\left(\theta \right)}_{m,D\,V\,C:C\,e\,A}$$

(3) $$A\,S_{m,D\,V\,C:C\,e\,A}=-\log_{10}\left(1-A\,S_{m,D\,V\,C:C\,e\,A}^{*}\right)$$

where the final transformation from *AS*^∗^ to *AS* in Equation 3 expands the scale to accentuate small changes in ΔC_*T*_ that are meaningful, but do not drastically alter the angle between the vectors, *θ*. With this transformation, a small (*AS*) indicates more divergent diurnal expression patterns, whereas a large *AS* indicates diurnal expression pattern similarity. Note that the denominator in Equation 2 ensures that any changes between brain regions that are not time-dependent do not influence the alignment score. Therefore, the alignment score is a quantitative measure of diurnal expression *pattern* changes in different brain regions.

## Results

### Multidimensional Scaling Shows Regional and Time Point Clustering

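Transcript levels were measured by microfluidic qRT-PCR in 72 samples from 40 animals. The 39 DVC samples comprised 7 at ZT3, 17 at ZT5 and 15 at ZT9, and the 33 CeA samples comprised 7 at ZT3, 14 at ZT5 and 12 at ZT9. Both regions were measured in 32 animals, the DVC alone in 7 animals and the CeA alone in 1 animal. Each value is a C_T, the cycle at which the signal of the amplified product crosses a threshold, so a difference of 1 cycle stands for about 2-fold in cDNA and a lower C_T for higher expression. The authors deposited each sample's C_T values and the same values after quantile normalization, which gives every sample the same distribution. Quantile normalization of all 72 samples together returned the authors' normalized values to within 4.99e-09 cycles, and these values were used throughout. −ΔΔC_T values were computed per region as the ZT5 mean minus each value, so that a positive value means higher expression than at ZT5. Failed reactions were left as missing values. DVC samples lacked between 0 and 6 of the 145 genes. Of the CeA samples, ZT5 replicate 1 lacked 78 genes, ZT9 replicate 10 lacked 74, and each of the other CeA samples lacked at most 9. Before normalization, the median C_T of a DVC sample averaged 18.70 (SD 0.89) at ZT3, 19.30 (SD 0.82) at ZT5 and 18.84 (SD 0.70) at ZT9. In the CeA it averaged 19.61 (SD 0.83) at ZT3, 20.28 (SD 0.87) at ZT5 and 20.11 (SD 0.85) at ZT9. The sample labels number the animals, and no ZT3 animal is among those with the lowest numbers. The animals were therefore divided into a lower-numbered group, which holds no ZT3 animal, and a higher-numbered group, which starts with the animal numbered just below the first ZT3 animal. Of the DVC samples, 6 of 17 at ZT5 and 10 of 15 at ZT9 came from lower-numbered animals, as did 5 of 14 and 7 of 12 in the CeA. Time point results are also given within these 2 groups, apart from ZT3 in the lower-numbered group. The ANOVA and t-test counts use the paper's threshold of 0.05 without correction. Adjusted p-values are Benjamini-Hochberg adjusted. Unless another test is named, they come from limma's moderated F-test over the 3 time points, fitted in each region. Those of the interaction come from limma's F-test of the interaction. Those of pairwise comparisons of time points come from permutation tests.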

A multidimensional scaling (MDS) analysis (Figure 2) was performed to reduce the high-dimensional dataset into a visualization of the overall gene expression. Figure 2A shows that gene expression across the 145 genes assayed differed substantially between the DVC and CeA brain regions based on tight clustering of same-region samples. 

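Over Euclidean distances across the 145 genes, brain region accounted for 41.5% of the squared distance between the 72 samples (one-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The first of the 3 scaling dimensions held 40.6% of the squared distance, the second 7.4% and the third 7.2%. On the first dimension, DVC samples lay between 3.90 and 9.13 and CeA samples between -8.88 and -3.83. Samples of the same region were on average 10.4 cycles apart, and samples of different regions 16.5 cycles apart. For all 72 samples, the nearest other sample came from the same region. The share moved most when the distance was 1 minus the Spearman correlation between samples, which gave 70.1%. Among animals with both regions, with region labels permuted within animals, the share was 41.2%.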

Samples from the same time point and region did show some clustering (Figure 2B), and the time point differences were accentuated when considering each region separately with subsequent region-only analyses (Figures 2C,D). These results suggest large and numerous gene expression differences between regions but also complex differences between time points within regions.

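Time point accounted for 12.1% of the squared distance between DVC samples (one-sided permutation test, p = 3.00e-05) and for 10.1% between CeA samples (p = 0.0137, same test). With 1 minus the Spearman correlation as the distance, neither share was past the threshold (DVC 9.05%, p = 0.158, and CeA 11.1%, p = 0.156). In the DVC, the nearest other sample came from the same time point for 26 of 39 samples, against a mean of 13.8 when time points were permuted (p = 3.30e-04). In the CeA it did so for 17 of 33 samples, against a permuted mean of 11.1 (p = 0.0403). Mean distances differed little. They were 10.0 cycles within and 10.4 cycles between time points in the DVC, and 10.6 cycles for both kinds of pair in the CeA. Over the 6 pairwise comparisons of time points, time accounted for 9.63% between ZT3 and ZT5 in the DVC (permutation p = 0.00144, adjusted p = 0.00432), 8.77% between ZT3 and ZT9 (p = 0.026, adjusted p = 0.05) and 8.8% between ZT5 and ZT9 (p = 9.00e-05, adjusted p = 5.40e-04). In the CeA the corresponding shares were 8.55% (p = 0.0483, adjusted p = 0.058), 7.86% (p = 0.1, adjusted p = 0.1) and 6.81% (p = 0.0333, adjusted p = 0.05). Within the lower-numbered animals, ZT5 and ZT9 accounted for 18.7% between DVC samples (exact permutation p = 1.25e-04) and 12.7% between CeA samples (p = 0.124). Within the higher-numbered animals, the shares were 9.87% in the DVC (exact permutation p = 0.103) and 16.9% in the CeA (p = 0.00699).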

**FIGURE 2:**
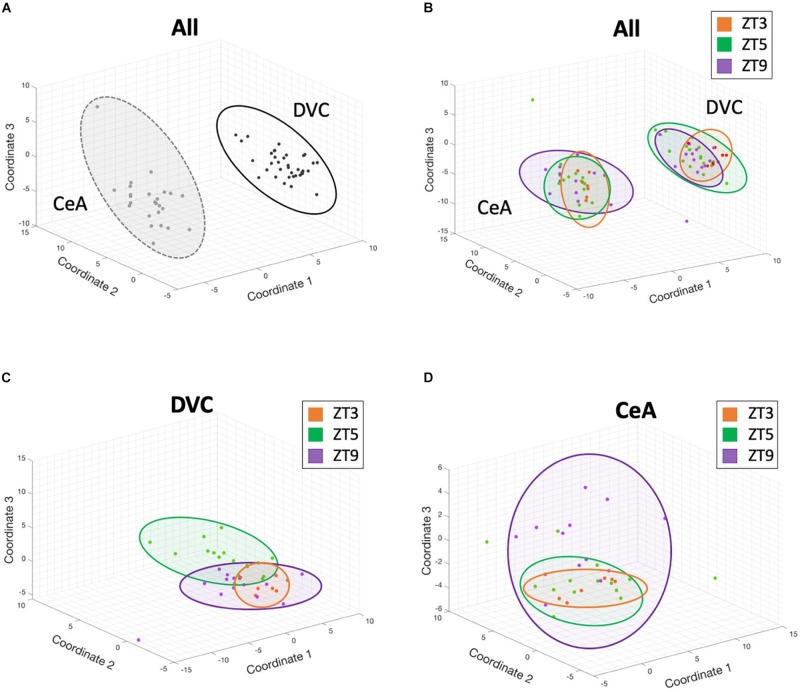
3-dimensional multidimensional scaling plots. Three-dimensional multidimensional scaling (MDS) analysis of gene expression from all genes and all samples reveals that brain region differences contribute the largest differentiating factor, but that diurnal time points within a single region cluster together in these complex dimensional coordinates. Each point represents the gene expression profile from a single sample. Distance between points in 3-dimensional space represents overall differences in gene expression between samples. **(A)** DVC samples (black) and CeA samples (gray) have different expression profiles. **(B)** Although brain region provides the largest differentiating factor when analyzing all samples, clustering by time point is also apparent. In panels B-D, ZT3 samples are shown in orange, ZT5 samples in green, and ZT9 samples in purple. **(C)** A separate multidimensional scaling analysis of only DVC samples shows complex separation of time points. **(D)** Similarly, a separate multidimensional scaling analysis of only CeA samples shows complex separation of time points. In all panels, colored ovals were added manually for visual guidance.

### Gene Expression Changes in the DVC and/or the CeA Across a 6 h Window

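The two-factor ANOVA on the normalized C_T values of all 72 samples, with time point entered before region, gave 43 genes with a time point effect. After Benjamini-Hochberg adjustment over the 145 genes, 28 remained past the threshold. Of the 43 genes, 25 also had a time point effect in the one-way ANOVA of the DVC, 17 in that of the CeA, and 9 in neither. The count was 11 among genes with a value in every sample (at most 67 genes), the alternative that moved it most, and 35 in the higher-numbered animals. The interaction of time point and region was past the threshold for 15 genes before adjustment and for 0 after it. With limma's moderated F-test of the interaction over genes with at least 2 values at each time point, 0 genes had an adjusted p of at most 0.05 and 16 an unadjusted p of at most 0.05. The smallest adjusted p was 0.147.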

Two-factor ANOVA revealed significant time point effects for 43 of the 145 genes tested, indicating statistically significant changes in gene expression across the 6 h window from ZT3 to ZT9. However, the major source of expression variability in most genes was brain region; 107 of the 145 genes had a significant brain region effect with two-factor ANOVA (111 with one-way ANOVA), suggesting that brain region differences in gene expression may obscure other changes when the two regions are studied together. 

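The region term was past the threshold for 107 genes, of which 63 were higher in the DVC and 44 in the CeA, and for 106 genes after Benjamini-Hochberg adjustment. The median size of the difference between the regions over all genes was 0.59 cycles. One-way tests of region at each time point gave 76 genes at ZT3, 87 at ZT5 and 89 at ZT9. A region effect at any time point was seen for 112 genes and at all 3 time points for 61. Because 32 animals gave both regions, the region effect was also tested with the animal as a block, which gave 104 genes in place of 107, with 102 genes shared. The two-factor count moved most among genes with a value in every sample (at most 67 genes), where it was 36. With quantile normalization done separately in each region it was 131.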

Subsequent intra-region one-way ANOVAs revealed 33 genes with significant time point effects in the DVC and 20 genes with significant time point effects in the CeA. 

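One-way ANOVA over the 3 time points gave 31 genes in the DVC and 21 in the CeA, or 15 and 4 after Benjamini-Hochberg adjustment. Limma gave 15 and 5 genes at an adjusted p of at most 0.05. Of the 31 DVC genes, 18 were expressed more highly at ZT3 than at ZT5 and 13 less, and 17 were higher and 14 lower at ZT9 than at ZT5. Of the 21 CeA genes, 7 were higher and 14 lower at ZT3, and 8 were higher and 13 lower at ZT9. Over all genes, the median size of the mean −ΔΔC_T was 0.19 at ZT3 and 0.20 at ZT9 in the DVC, and 0.19 and 0.18 in the CeA. In the higher-numbered animals, the alternative that moved the DVC count most, it was 14, 11 of them among the 31, and 30 in the CeA, 16 of them among the 21. Between ZT5 and ZT9 alone, t-tests gave 36 DVC genes in the lower-numbered animals and 12 in the higher-numbered ones, with 7 genes in both lists. The corresponding CeA counts were 10 and 26, with 2 genes in both. With the group of animals as a factor, an alternative chosen after seeing the data, 30 DVC genes (23 of the 31) and 22 CeA genes (15 of the 21) had a time point effect. The 5 genes with the smallest limma p-values were Rgs4, Rgs2, Hprt, Nr4a2 and Terf1 in the DVC and Nr4a2, Mbd1, Agtrap, Snx10 and Ptpn2 in the CeA. Hprt (NCBI Gene 24465, RefSeq symbol Hprt1, chromosome X of GRCr8, 137655744 to 137687718) had a mean −ΔΔC_T in the DVC of 1.01 ± 0.52 (SD, 7 samples) at ZT3 and 0.20 ± 0.26 (SD, 15 samples) at ZT9, against an SD of 0.43 among the 17 ZT5 samples (limma adjusted p = 5.85e-04, permutation p = 3.00e-05). In the CeA, where 1 of its 7 ZT3 samples lay far from the others, its values were 0.05 ± 0.39 and -0.28 ± 0.55 (limma adjusted p = 0.583). Snx10 (NCBI Gene 297096, chromosome 4, 81943262 to 82007667) had −ΔΔC_T values in the CeA of -0.12 ± 0.30 (SD, 7 samples) at ZT3 and -0.63 ± 0.45 (SD, 12 samples) at ZT9 (limma adjusted p = 0.0345, permutation p = 5.30e-04).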

Eight genes (Adrbk1, Agtrap, Creb1, Ptpn2, Mbd1, Nr4a2, Slc35b2, and Terf1) were found to have significant time point effects in both brain regions. 

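The same 8 genes were past the threshold in both regions here. Nr4a2 (NCBI Gene 54278, chromosome 3 of GRCr8, 62098739 to 62115926) had mean −ΔΔC_T values of 0.87 ± 0.41 (SD, 7 samples) at ZT3 and 0.78 ± 0.44 (SD, 15 samples) at ZT9 in the DVC, and of 1.13 ± 0.51 (SD, 7 samples) and 1.16 ± 0.84 (SD, 11 samples) in the CeA. Its limma adjusted p was 8.27e-04 in the DVC and 0.00484 in the CeA. Mbd1 (NCBI Gene 291439, chromosome 18, 70145093 to 70159744) had values of -0.80 ± 0.56 (SD, 6 samples) and -0.64 ± 0.49 (SD, 15 samples) in the DVC, and of -0.91 ± 0.38 (SD, 7 samples) and -0.61 ± 0.47 (SD, 12 samples) in the CeA, with limma adjusted p of 0.00677 and 0.00484. Ptpn2 (NCBI Gene 117063, chromosome 18, 63498890 to 63564571) had values of 1.09 ± 0.80 and 0.58 ± 0.62 in the DVC and of 0.96 ± 0.34 and 0.71 ± 0.85 in the CeA, with limma adjusted p of 0.0112 and 0.0401. For Agtrap (NCBI Gene 298646, chromosome 5, 163790565 to 163802174), expression at ZT9 was below ZT5 in the DVC (-0.54 ± 0.70) and above it in the CeA (0.29 ± 0.52), and at ZT3 it was below in both (-0.45 ± 0.30 and -0.67 ± 0.31). Its limma adjusted p was 0.155 in the DVC and 0.0345 in the CeA, and 0.176 for the interaction with region. At ZT9 in the DVC, replicate 12 lay at -2.759 for Agtrap, and the other samples between -1.082 and 0.210. For Adrbk1 the same sample lay at -2.293, and the others between -0.957 and 0.042. The DVC means of both genes at ZT9 rest in part on this sample. Creb1 (NCBI Gene 81646) and Terf1 (NCBI Gene 297758) were above ZT5 at both other time points in both regions. Adrbk1 (NCBI Gene 25238, RefSeq symbol Grk2) and Slc35b2 (NCBI Gene 501103) were below ZT5 at ZT3 in both regions, and at ZT9 in the DVC. Over the 8 genes, permutation tests of the time point effect gave p from 4.00e-05 (Nr4a2) to 0.0439 (Adrbk1) in the DVC and from 5.00e-05 (Mbd1) to 0.0265 (Slc35b2) in the CeA. At ZT9, the DVC value of Nr4a2 was 0.76 in lower-numbered and 0.97 in higher-numbered animals, and that of Mbd1 was -0.88 and -0.51. The corresponding CeA values were 0.71 and 1.70 for Nr4a2, -0.38 and -0.85 for Mbd1, 0.33 and 1.15 for Creb1, and 0.45 and 1.22 for Ptpn2. They were 0.31 and 0.64 for Terf1, 0.04 and -0.24 for Adrbk1, and 0.27 and 0.15 for Slc35b2. The CeA value of Agtrap was 0.75 in lower-numbered and -0.01 in higher-numbered animals. Of the lower-numbered ZT5 samples with a value, replicate 2 lay at -1.288 and the others between -0.291 and 0.245. The 0.75 therefore rests in part on that sample. All ZT3 animals are higher-numbered, and against the ZT5 samples of that group the ZT3 values in the DVC were -0.14 for Agtrap, -0.12 for Adrbk1, -0.42 for Slc35b2, 0.81 for Nr4a2, -0.70 for Mbd1, 1.07 for Ptpn2, 0.57 for Creb1 and 0.86 for Terf1. In the CeA they were -0.81, -0.61, -0.28, 1.25, -0.97, 0.83, 0.67 and 0.73. Within the higher-numbered animals, Creb1, Agtrap and Slc35b2 in the DVC and Slc35b2 in the CeA were not past the threshold of 0.05 in the one-way ANOVA. With the group of animals as a factor, Creb1 in the DVC (ANOVA p = 0.0767) and Slc35b2 in the CeA (ANOVA p = 0.0956) were not past it. The other values of the 8 genes remained past it.

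**Figure D1:**
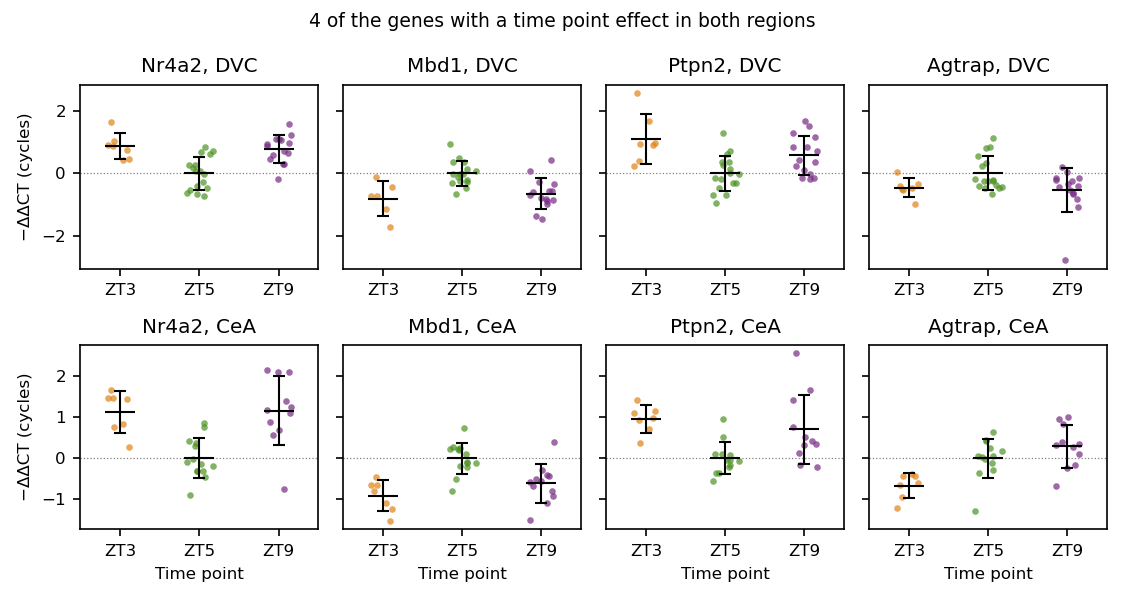
−ΔΔC_T values (cycles, relative to the ZT5 mean of the region) of Nr4a2, Mbd1, Ptpn2 and Agtrap at ZT3, ZT5 and ZT9 in the DVC (top) and CeA (bottom). Each point is a sample, and bars give the mean and SD; mean Nr4a2 values at ZT9 were 0.78 in the DVC and 1.16 in the CeA, and mean Agtrap values at ZT9 were -0.54 and 0.29.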

*T*-tests revealed an additional 18 genes in the DVC and 8 genes in the CeA that had significant differences between time points (the full description for all genes can be found in Supplementary Table S4). 

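Two-tailed Student's t-tests gave 19 DVC genes between ZT3 and ZT5, 21 between ZT3 and ZT9 and 29 between ZT5 and ZT9. Every DVC gene with a one-way effect had at least 1 such difference, and the t-tests added 16 genes. In the CeA, 19 genes differed between ZT3 and ZT5, 10 between ZT3 and ZT9 and 21 between ZT5 and ZT9, and the t-tests added 16 genes. Welch's tests, which allow unequal variances, added 20 genes in the DVC and 16 in the CeA. They gave 27, 21 and 30 DVC genes for the 3 comparisons and 20, 12 and 18 CeA genes. In the higher-numbered animals, the t-tests added 10 genes in the DVC and 8 in the CeA.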

In summary, 64 genes in the DVC and 54 genes in the CeA, for a total of 75 of the 145 genes tested had statistically significant gene expression changes in the DVC and/or the CeA due to diurnal variations.

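With the one-way ANOVA and the t-tests as evidence, 47 genes in the DVC and 37 in the CeA were statistics-based, 68 genes in all. With the two-factor time point effect also counted as evidence, the counts were 59, 56 and 72. In the higher-numbered animals they were 24 in the DVC, 38 in the CeA and 52 in either region. Among genes with a value in every DVC sample 34 were statistics-based in the DVC, among those with a value in every CeA sample 16 in the CeA, and among the fewer genes with a value in every sample of both regions 26 in either region.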

### Diurnal Pattern Classification Reveals Asynchronous Dynamic Expression Patterns in the DVC and the CeA

In addition to the 64 genes found in the DVC with statistics-based patterns, 26 genes were determined to have only threshold-based diurnal expression patterns (3 genes demonstrated statistics-based patterns only). 

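The mean −ΔΔC_T at ZT3 or ZT9 was beyond the threshold of 0.25 in size for 82 DVC genes. Of these, 44 were also statistics-based and 38 were not, while 3 statistics-based genes did not reach it. The SD within time points had a median of 0.75 cycles over the threshold-only genes and 0.50 cycles over the statistics-based genes. With a threshold of 0.5 there were 10 threshold-only genes and with 0.15 there were 66. Without normalization there were 75, and in the higher-numbered animals 61.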

We normalized expression to the ZT5 time point for each gene resulting in eight possible non-zero gene expression patterns to characterize the gene expression dynamics across the three time points in this study (3^2^–1 = 8). 

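The paper states the criteria for a pattern but not each step of assigning one. Here a gene was given a direction at ZT3 and at ZT9 where its mean −ΔΔC_T was beyond 0.25 in size or its t-test against ZT5 was past the threshold. A statistics-based gene that met neither at either time point was given the signs of its means. In the DVC, 20 genes were higher than at ZT5 at both other time points, 13 were lower at both, 5 were higher at ZT3 and lower at ZT9, and 4 were lower at ZT3 and higher at ZT9. A further 14 genes were higher at ZT3 only, 10 lower at ZT3 only, 11 higher at ZT9 only and 8 lower at ZT9 only.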

There are at least 5 genes with each classified pattern in the DVC (Figure 3, *left*), indicating that diurnal expression patterns are asynchronous and complex.

**FIGURE 3:**
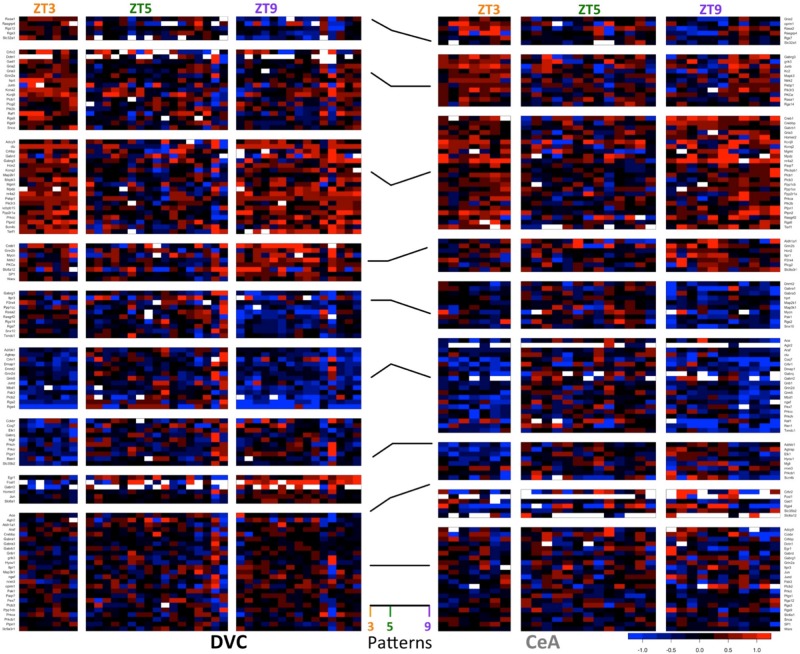
Diurnal patterns in gene expression in the DVC and CeA. Heatmaps of −ΔΔC_*T*_ values in DVC samples (left) and CeA samples (right) organized according to diurnal pattern (center). In the heatmaps, each *column* shows data from a single sample. For each brain region, samples are separated according to diurnal time (ZT3, ZT5, and ZT9). Each *row* shows the expression level of a single gene relative to the mean ZT5 expression in that brain region. Data for the 114 genes with a diurnal pattern in either the DVC or the CeA are shown. Two genes had patterns in the DVC, but expression levels were not detectable in the CeA. Therefore, only data from the remaining 112 genes are shown for the CeA.

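Slc6a2 gave a C_T in 1 of the 33 CeA samples and in 38 of the 39 DVC samples. In the DVC its mean −ΔΔC_T was -0.19 ± 0.73 (SD, 7 samples) at ZT3 and -0.20 ± 0.64 (SD, 15 samples) at ZT9, which met none of the 3 criteria. The CeA counts next lowest were 6 samples for Agtr2 and 7 for Fosl1. A diurnal expression pattern of Slc6a2 in the CeA was not detectable at this depth. Agtr2 and Fosl1 passed the threshold in the CeA, but on few samples. The −ΔΔC_T of Agtr2 was -0.45 at ZT3 (2 samples) and at ZT9 (1 sample), against 3 samples at ZT5. That of Fosl1 was 0.82 at ZT9 (4 samples), against 1 sample at ZT5. With 1 sample in a group, the one-way ANOVA cannot decide whether either gene changed. The alignment score of Fosl1, 3.67, rests on the same values.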

Similarly, in the CeA (Figure 3, *right*), 38 genes demonstrated threshold-based expression patterns only (6 genes had statistics-based patterns only). 

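In the CeA, 85 genes were beyond the threshold of 0.25. They included all 37 statistics-based genes, so that 48 were threshold-only and 0 statistics-only. The 48 genes had a median SD within time points of 0.60 cycles, against 0.47 cycles for the statistics-based genes. A threshold of 0.5 left 12 threshold-only genes and a threshold of 0.15 gave 79. Without normalization there were 102. The CeA count did not exceed that of the DVC in the higher-numbered animals (61 in each region) or with quantile normalization per region (43 in each). The same held with median centring (44 against 47) and among genes with a value in every sample of the region (18 in each). It remained larger without normalization, at both other thresholds, with Welch's tests (48 against 34) and with the two-factor effect as evidence (36 against 30). The 8 directions were unevenly filled. In this region 18 genes were higher at ZT3 only, 15 lower at ZT9 only, 14 higher at both time points, 13 lower at ZT3 only, 11 higher at ZT9 only and 11 lower at both, with 1 and 2 genes moving in opposite directions at ZT3 and ZT9.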

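The SD of normalized C_T values within time points had a median over genes of 0.52 cycles in the DVC and 0.52 cycles in the CeA. The median over 144 genes of the CeA to DVC ratio of these SDs was 0.994 (SD 0.0871 and 95% interval from 0.854 to 1.2 over 1000 bootstrap draws of samples within groups). The SD was larger in the CeA for 70 of the 144 genes. Without the 2 CeA samples that lacked 74 and 78 genes, the CeA median was 0.49 cycles. The ratio moved most in the higher-numbered animals, where it was 0.832.

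**Figure D2:**
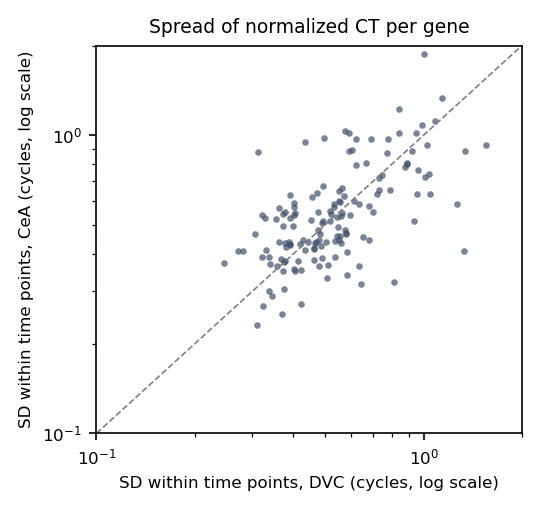
SD of normalized C_T values within time points (cycles, log scales) in the CeA against the DVC. Each point is a gene and the dashed line marks equal SDs; 70 of 144 genes lie above it.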

The increase in threshold-based patterns in the CeA may indicate a greater degree of biological variability in CeA samples or a broader range of interactions between emotional state and basal gene expression rhythms.

### Functionality and Cellular Localization of Transcripts With Diurnal Patterns

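Fig. 1C lists 68 of the genes by name in functional groups. The share with a diurnal expression pattern in the DVC ranged from 42.9% of the 7 GABA receptors to 100.0% of the 6 ion channels. In the CeA it ranged from 25.0% of the 4 GABA transporters to 100.0% of the 2 other transporters. Permutation tests of the chi-square statistic over the groups gave p = 0.57 in the DVC (45 genes with a pattern), p = 0.224 in the CeA (38 genes) and p = 0.86 for a pattern in either region (54 genes).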

Diurnal patterns of gene expression do not appear to be associated with cellular localization (Figure 4). 

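The largest mean −ΔΔC_T in size within a functional group of Fig. 1C ranged in the DVC from 0.47 among the other transporters to 2.38 in the group that holds the Rgs genes. Among the membrane proteins of the DVC it was 0.83 for ion channels, 0.74 for receptors, 0.68 for GABA receptors, 0.56 for GABA transporters and 0.54 for ionotropic glutamate receptors. Among nuclear regulators it was 0.84 for immediate early genes, 0.90 for epigenetic regulators and 0.87 for other transcriptional regulators. In the CeA it ranged from 0.25 (GABA transporters) to 1.16 (other transcriptional regulators).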

Rather, transcripts in all parts of the cell showed large changes in expression across the 6 h period. Interestingly, some functionally related groups of transcripts have similar patterns, suggesting coordinated regulation of expression. For example, transcripts of regulators of G-protein signaling (Rgs proteins), such as those located in the top right corner in each panel of Figure 4, have similar diurnal regulation in the DVC, particularly at ZT9. 

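All 9 Rgs genes measured had a mean −ΔΔC_T below 0 at ZT9 in the DVC, from -1.80 (Rgs4) to -0.08 (Rgs9), while without normalization 6 of the 9 were above 0 and the median of all genes shifted by 0.49. For Rgs12 the mean was -0.60 with an SD of 2.09, against an SD of 0.36 at ZT5, so it may rest on few samples. Averaged over the 9 genes per sample, −ΔΔC_T at ZT9 was -0.53 ± 0.37 (SD, 15 samples) against an SD of 0.27 among the 17 ZT5 samples (two-sided permutation test, p = 6.00e-05). Without normalization the average was -0.21 (p = 0.445), and with median centring it was -0.72 (p = 2.00e-05). On quantile-normalized values it was -0.56 ± 0.19 in lower-numbered animals (SD, 10 samples, exact permutation p = 6.24e-04), with 6 of the 9 genes lower at ZT9 than at ZT5. In higher-numbered animals it was -0.49 ± 0.63 (SD, 5 samples, exact permutation p = 0.0419), with 8 of the 9 genes lower. These 5 samples lay at 0.258, -1.032, -1.264, -0.315 and -0.146 relative to the ZT5 mean of all DVC samples. Their average rests largely on replicates 12 and 13. At ZT3 in the DVC, 4 of the 9 genes were above 0 and the average was -0.24 ± 0.14 (SD, 7 samples, exact permutation p = 0.0358). Without normalization 7 of the 9 were above 0 and the average was 0.28 (p = 0.371). It was -0.32 (p = 0.0465) with median centring and -0.45 (p = 6.65e-05) with centring of each set of assays, chosen after seeing the data. Against the 11 ZT5 samples from higher-numbered animals, the group of all ZT3 animals, the quantile-normalized average was also -0.24 (exact permutation p = 0.0687). Rgs4 (NCBI Gene 29480, chromosome 13 of GRCr8, 84469593 to 84475884) had −ΔΔC_T values in the DVC of -2.38 ± 0.74 (SD, 7 samples) at ZT3 and -1.80 ± 1.17 (SD, 15 samples) at ZT9, with limma adjusted p = 5.81e-05. Rgs2 (NCBI Gene 84583, chromosome 13, 58350063 to 58352666) had values of -0.68 ± 0.17 and -0.94 ± 0.46, with limma adjusted p = 5.85e-04. For Rgs4, replicates 1 to 8 at ZT5 in the DVC all had the same value, 0.750. Quantile normalization gives equal ranks equal values, so the size of the Rgs4 change depends in part on the spacing of these values. No value of Rgs4 without normalization is given here. Of the 9 genes, 4 had a time point effect in the one-way ANOVA of the DVC and 0 in that of the CeA. In the CeA, 5 of the 9 were above 0 at ZT9 and the average was 0.02 ± 0.26 (SD, 11 samples, permutation p = 0.853).

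**Figure D3:**
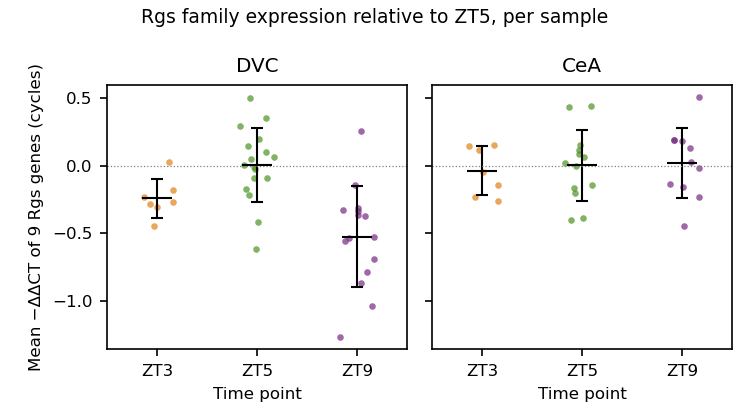
Mean −ΔΔC_T over the 9 Rgs genes (cycles, relative to the ZT5 mean of the region) at ZT3, ZT5 and ZT9 in the DVC and CeA, on quantile-normalized values. Each point is a sample with mean and SD; the ZT9 mean is -0.53 in the DVC, where without normalization 6 of the 9 genes were above 0, and 0.02 in the CeA.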

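Of the 9 ionotropic glutamate receptor genes, 2 had mean −ΔΔC_T values of the same sign in both regions at ZT3 and at ZT9, and 0 had the opposite sign at both. Such a count of signs does not measure similarity of shape, since values near 0 can decide it, such as -0.01 for Grin2b at ZT3 in the DVC. The cosine between the −ΔΔC_T values of the 2 regions ranged from -0.849 (Grin1) to 1.000 (Grin2d) over the 9 genes. With the time labels of the CeA samples permuted, the median number of glutamate receptor genes moving the same way was 2. With median centring the number was 5, and in the higher-numbered animals it was 6. It was 1 with quantile normalization per region. Among genes with a value in every sample, which leave out Gria2, Gria3, Grin1 and Grin2c and so limit the count, it was also 1. Without normalization it was 5, but the median of all genes shifted up at ZT3 by 0.73 in the DVC and 0.61 in the CeA. That count therefore cannot show similar patterns. The glutamate receptor average −ΔΔC_T was 0.04 ± 0.16 (SD, 7 samples) at ZT3 in the DVC (exact permutation p = 0.702) and 0.19 ± 0.14 (SD, 7 samples) in the CeA (exact permutation p = 0.288). At ZT9 it was 0.03 ± 0.14 (SD, 15 samples, permutation p = 0.618) and 0.10 ± 0.26 (SD, 12 samples, permutation p = 0.531). Of the 9 GABA receptor genes, 2 moved opposite ways in the regions at both time points and 3 moved the same way, and the permuted median for opposite ways was also 2. In the higher-numbered animals, 0 moved opposite ways. Without normalization the count was also 0, but all 9 genes were above 0 at ZT3 in both regions. An opposite move at both time points could therefore not occur there. The GABA receptor average at ZT3 was -0.05 ± 0.19 (SD, 7 samples) in the DVC (exact permutation p = 0.652), but 0.30 (p = 0.0151) with median centring, 0.43 (p = 0.0148) with centring of each set of assays, chosen after seeing the data, and 0.91 (p = 0.0337) without normalization, where the median of all genes shifted by 0.73. In the CeA it was -0.01 ± 0.17 (SD, 7 samples, exact permutation p = 0.894) at ZT3, and 0.13 (p = 0.189) with median centring. The average at ZT9 was 0.11 ± 0.38 (SD, 15 samples) in the DVC (permutation p = 0.342; 0.67 and p = 0.0431 without normalization) and -0.13 ± 0.39 (SD, 12 samples) in the CeA (permutation p = 0.324). On the quantile-normalized values, these averages are smaller than the SD between samples of a time point in all but the CeA glutamate receptor value at ZT3.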

Glutamate receptors (iGluR’s) have a variety of diurnal patterns that are relatively similar in the two brain regions, whereas the expression patterns of gamma-aminobutyric acid (GABA) receptors (GABAR) seem to be inverted between brain regions.

**FIGURE 4:**
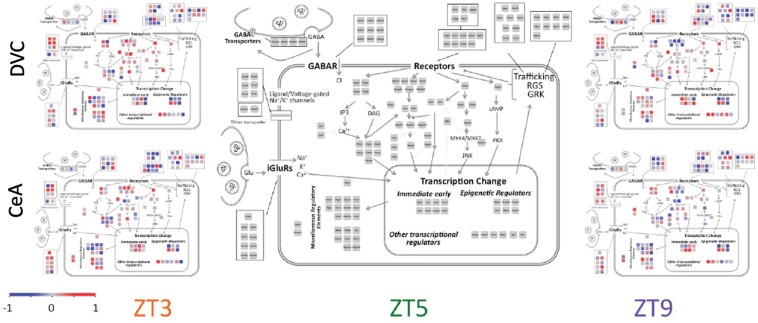
Cellular and signaling pathway view of diurnal gene expression changes. The center panel shows the genes measured in a layout matching that of Figure 1C in order to depict the gene expression according to the cellular and signaling pathways of interest. Average −ΔΔC_*T*_ values for each gene are used to colorize the subpanels using the color scale shown. The three columns show the three diurnal time points (ZT3, ZT5, and ZT9). The top row shows data from the DVC while the bottom row shows data from the CeA. By definition, the average −ΔΔC_*T*_ value of each gene at ZT5 is zero, and therefore the two brain regions share a common center panel.

### Pattern Similarity and Differences Between the DVC and the CeA

Of the 145 transcripts measured, 114 were determined to have a diurnal expression pattern in the DVC and/or in the CeA. 

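Here 113 genes met at least 1 of the 3 criteria in either region, 85 in the DVC and 85 in the CeA. The count was 39 among genes with a value in every sample, the alternative that moved it most. That setting holds at most the 67 genes measured in CeA ZT5 replicate 1, so a lower count was forced. It was 144 without normalization, 78 with a threshold of 0.5 and 135 with a threshold of 0.15.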

Of those, 67 had diurnal patterns in both the DVC and the CeA, and only 22 of that subset were determined to have the same pattern in both brain regions (Figure 5A). 

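A pattern in both regions was found for 57 genes, and 19 of these had the same pattern in both. With the two-factor time point effect also counted as evidence, the counts were 67 and 24. A threshold of 0.5 gave 28 and 10 genes, and one of 0.15 gave 94 and 30. Without normalization, 135 genes had a pattern in both regions and 48 the same one. For 4 genes the patterns were opposite.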

In order to quantify pattern similarity across the two brain regions, an alignment score was calculated for each gene based on the average expression at each time point (see section Materials and Methods). 

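Scores were recomputed from the mean normalized C_T of each gene at each time point with the paper's equations. All 143 genes with a score in Supplementary Table S4 matched it to within 4.98e-06. A score could be computed for 144 genes and ranged from 2.64 to 6.30, with a median of 4.52. Across these genes, which are not independent replicates, 54 had mean −ΔΔC_T values of the same sign in both regions at ZT3 and at ZT9 and 28 the opposite sign at both.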

Genes with higher alignment scores have similar diurnal gene expression patterns in the DVC and the CeA, whereas genes with lower alignment scores have divergent patterns in the DVC and CeA. As shown in Figure 5B, 12 genes were identified to have a high alignment score (AS > 5.5, which represents approximately the top 10% of genes measured) and 12 different genes were identified to have a low alignment score (AS < 3.7, representing the lowest 10% of genes measured). 

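The recomputed scores placed 12 genes above 5.5 and 12 below 3.7, the genes listed in the paper. Grin2d had the largest score (6.30) and Rgs4 the smallest (2.64). All 12 high-scoring genes moved in the same direction in both regions at ZT3 and ZT9, with a median size of the time point change of 0.25 cycles, 6 of them with the same pattern and 3 with no pattern in either region. Of the 12 low-scoring genes, 3 moved in the same direction at both time points and 1 in the opposite direction at both, with a median size of 0.59 cycles. Without normalization, 3 genes scored above 5.5 and 19 below 3.7. Among genes with a value in every sample (at most 67 genes), 6 scored above 5.5 and 4 below 3.7.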

An additional 23 genes with a moderately low alignment score (3.7 < AS < 4.1) and 22 genes with a moderately high alignment score (5.0 < AS < 5.5) were also identified. 

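Between these limits, 23 genes scored from 3.7 to 4.1 and 22 from 5.0 to 5.5 here.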

Three families of genes were observed to be of particular interest in this list of 67 genes: the regulators of G-protein signaling (Rgs) family, glutamate receptors, and transcription factors. As shown in Figure 5C, in general, Rgs family member transcripts had different diurnal expression patterns in the DVC and the CeA, indicating differential roles in these two brain regions in diurnal regulation, whereas glutamate receptors had very similar diurnal expression patterns in the two brain regions. 

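The 9 Rgs genes had a median alignment score of 4.40, ranging from 2.64 to 5.05. None of them had a high score, 1 was moderately high (Rgs9), 2 were moderately low (Rgs2 and Rgs12), 1 was low (Rgs4) and 5 lay between. In the DVC, Rgs12 had an SD of 2.09 at ZT9, against 0.29 at ZT3 and 0.36 at ZT5. Its score may therefore rest on few ZT9 samples. Of 10000 random lists of 9 genes, a share of 0.273 had a median as low. The 9 glutamate receptor genes had a median of 5.04, ranging from 4.12 to 6.30, with 1 high score, 4 moderately high and 4 between the limits. A share of 0.918 of random lists had a median as low. In animals with both regions, the change of the Rgs average from ZT5 to ZT9 was lower in the DVC than in the CeA, with a difference of -0.51 between the 11 animals at ZT9 and the 12 at ZT5 (permutation p = 0.0114). For single Rgs genes the limma adjusted p of the interaction was 0.307 for Rgs4 and 0.717 for Rgs2. The difference was not tested without Rgs4, whose ZT9 values were -1.80 in the DVC and 0.44 in the CeA. The positive CeA value was not seen within the groups of animals. Against the ZT5 samples of their own group, Rgs4 lay at -0.49 in lower-numbered and -0.59 in higher-numbered animals in the CeA. In the DVC it lay at -2.64 and -1.22.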

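The 13 transcription factors listed in Fig. 1C had alignment scores from 3.71 (Egr1) to 5.93 (Creb1), with a median of 4.26. Of these, 1 was high, 2 were moderately high, 4 moderately low, 0 low and 6 between the limits. A share of 0.0766 of random lists of 13 genes had a median as low. Their mean −ΔΔC_T values had the same sign in both regions at ZT3 and ZT9 for 4 genes and the opposite sign at both for 5 genes. A time point effect in the one-way ANOVA was found for 3 of the 13 in the DVC and 4 in the CeA.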

For transcription factors, the relationships among gene expression patterns were complex: some had high alignment scores and some had low alignment scores.

**FIGURE 5:**
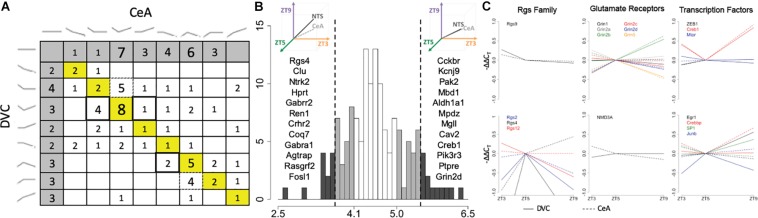
Pattern similarity and differences in the DVC and CeA. **(A)** Each cell shows the number of genes with the pattern combination found by matching the pattern in the DVC, *rows*, with the pattern in the CeA, *columns* (DVC patterns shown at left, CeA patterns shown at top). The 18 genes with the same pattern in the DVC and the CeA are included in the diagonal (yellow). Dotted box outlines highlight several cells with genes that have more diurnal dynamics in the CeA than in the DVC. Double box outlines highlight the reverse: cells with genes that have more diurnal dynamics in the DVC than in the CeA. The cells shaded in gray indicate transcripts with no diurnal pattern in the alternate brain region. **(B)** Histogram of the alignment scores of all 145 genes. Genes with low alignment scores (<3.7) like that illustrated at the top left and genes with high alignment scores (>5.5) like that illustrated in the top right are shaded in dark gray. The genes in these categories are listed in order of increasing alignment score within the corresponding region. Genes with moderately low (<4.1) and moderately high (>5.0) alignment scores are shaded in light gray. **(C)** The average −ΔΔC_*T*_ values of Rgs family members (column 1), glutamate receptors (column 2), and transcription factors (column 3) with low, moderately low, moderately high, or high alignment scores are shown. All genes within the group with high or moderately high alignment scores are shown in the top row, while all genes within the group with low or moderately low alignment scores are shown in the bottom row. Each gene is shown in a different color with solid lines representing the gene expression data from DVC samples and dotted lines representing the gene expression data from CeA samples.

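Of the genes on the diagonal here, 7 were higher than ZT5 at both ZT3 and ZT9 and 4 were lower at both. A further 4 genes were lower at ZT3 only, 2 higher at ZT3 only and 2 higher at ZT9 only. When the CeA patterns were shuffled among the genes with a pattern in both regions, a mean of 8.85 genes fell on the diagonal (one-sided permutation test over genes, p = 3.70e-04). Genes are not independent replicates, so this p-value may overstate the evidence. With time labels exchanged among animals of the same replicate number, 2 of 101 splits, the real one included, gave as many genes with the same pattern.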

## Discussion

Temporal gene expression patterns are well-studied in circadian research. Microarray experiments have led to the identification of genes with rhythmic circadian expression patterns in the SCN (Panda et al., 2002; Reppert and Weaver, 2002) and peripheral tissues (Panda et al., 2002; Storch et al., 2002). Other groups have studied the circadian rhythms of clock-related genes such as Per1, Per2, and Bmal1 in the CeA (Lamont et al., 2005; Amir and Robinson, 2006; Perrin et al., 2006; Segall et al., 2006; Ramanathan et al., 2008; Harbour et al., 2014) and in the DVC (Mieda et al., 2006; Kaneko et al., 2009) in rodents. However, we are not aware of any medium- or high-throughput studies of diurnal gene expression patterns in either the CeA or the DVC. The integral viscerosensory role of these nuclei implies that such diurnal gene expression patterns could be critical to first-person emotional experience in response to, for example, withdrawal from addictive substances. Thus, this phenomenon may play an important role in drug-seeking.

Discernable circadian rhythms in gene expression were found in less than 10% of all genes in the SCN, liver, and heart (Panda et al., 2002; Storch et al., 2002; Vollmers et al., 2009). Therefore, although we expected to find some genes with diurnal expression patterns, we were surprised to find that more than half of the genes tested in each brain region had at least one statistically significant difference between two individual time points. We note that these high percentages depend on the subset of genes assayed, and may not be representative of global expression in the CeA and DVC. We speculate this could result from overrepresentation of inter- and intra-cellular signaling-involved genes. Furthermore, the patterns of gene expression we describe do not include phasic patterns that are characteristic of circadian expression patterns – three time points across a 9 h period provides a resolution too low to resolve phasic patterning. These experiments were not designed to capture circadian expression patterns and we cannot deduce such patterning from these data. However, the groups of animals at different time points were not different in any respect, except the time of day at which they were sacrificed. Genes assayed were not chosen as circadian rhythm regulators or as those known to play a role in generating diurnal rhythms, yet the expression of these genes showed distinct time-of-day patterns at the three time points investigated. Because a high percentage of the genes assayed demonstrated this disparate expression behavior in brain regions critical to physical and emotional homeostatic regulation, we conjecture that similar expression patterns likely exist throughout the brain, and this kind of “hidden variability” could have considerable impact on the design and execution of gene expression experiments. Additionally, it is prudent to keep in mind that the scope of this study was limited to all male animals on a calorie-restricted diet. Differential expression with respect to diurnal rhythms may be profoundly influenced by hormonal signaling or other physiologic processes that differ between the sexes. Further, calorie restriction is known to influence the circadian clock itself (Froy, 2007). While these limitations may reduce generalizability of the results, they should not lessen the impact of the general suggestions of these findings.

The results from our present study suggest that the DVC and CeA, which are critical in autonomic and emotional regulation, implement time-dependent gene expression patterns that underlie their baseline regulatory activity. We conjecture that these pattern changes would affect corresponding metabolic or protein enrichment changes, but in this study, we are unable to assess downstream effects. Nonetheless, these results serve as cautionary advice for subsequent gene expression studies in the brain: diurnal time should be considered explicitly in experimental design regardless of brain region for meaningful comparisons. Furthermore, these data lay a foundation for investigating xenobiotic-induced homeostatic or emotional disturbances due to diurnal changes in gene expression patterns in the CeA and DVC beyond any global changes induced by these perturbations. Diurnal gene expression variations in these nuclei may influence the physical dependence or addictive properties of certain drugs. Conversely, xenobiotics may influence the diurnal rhythms in these nuclei such that dysregulation occurs leading to negative emotional states or behavior change.

## Data Availability Statement

The datasets generated in this study are publicly available on the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147569), under the accession no. GSE147569.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Thomas Jefferson University.

## Author Contributions

MS designed the study and conducted experiments, performed analysis, generated figures, and was a main contributor to the writing of the manuscript. SO’S performed analysis, generated figures, and was a main contributor to the writing of the manuscript. RV, GG, and JS designed the study and were involved in analysis, figure design, and editing. KK and BO were involved in analysis and editing. All authors discussed the results and commented on the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AmirS.RobinsonB. (2006). Thyroidectomy alters the daily pattern of expression of the clock protein, PER2, in the oval nucleus of the bed nucleus of the stria terminalis and central nucleus of the amygdala in rats. *Neurosci. Lett.* 407 254–257. 10.1016/j.neulet.2006.08.057 16973268

[B2] BolstadB. M.IrizarryR. A.ÅstrandM.SpeedT. P. (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. *Bioinformatics* 19, 185–193. 10.1093/bioinformatics/19.2.18512538238

[B3] BuggeA.FengD.EverettL. J.BriggsE. R.MullicanS. E.WangF. (2012). Rev-erbα and Rev-erbβ coordinately protect the circadian clock and normal metabolic function. *Genes Dev.* 26 657–667. 10.1101/gad.186858.11222474260PMC3323877

[B4] CadenasC.van de SandtL.EdlundK.LohrM.HellwigB.MarchanR. (2014). Loss of circadian clock gene expression is associated with tumor progression in breast cancer. *Cell Cycle* 13 3282–3291. 10.4161/15384101.2014.954454 25485508PMC4613905

[B5] CovarrubiasM. Y.KhanR. L.VadigepalliR.HoekJ. B.SchwaberJ. S. (2006). Chronic alcohol exposure alters transcription broadly in a key integrative brain nucleus for homeostasis: the nucleus tractus solitarius. *Physiol. Genomics* 24 45–58. 10.1152/physiolgenomics.00184.2005 16189278

[B6] de GuglielmoG.KallupiM.PomrenzeM. B.CrawfordE.SimpsonS.SchweitzerP. (2019). Inactivation of a CRF-dependent amygdalofugal pathway reverses addiction-like behaviors in alcohol-dependent rats. *Nat. Commun.* 10 1–11. 10.1038/s41467-019-09183-0 30886240PMC6423296

[B7] DibnerC.SchiblerU.AlbrechtU. (2010). The mammalian circadian timing system: organization and coordination of central and peripheral clocks. *Annu. Rev. Physiol.* 72 517–549. 10.1146/annurev-physiol-021909-13582120148687

[B8] ForsythC. B.VoigtR. M.BurgessH. J.SwansonG. R.KeshavarzianA. (2015). Circadian rhythms, alcohol and gut interactions. *Alcohol* 49 389–398. 10.1016/j.alcohol.2014.07.021 25499101PMC4431951

[B9] FujitaA.SatoJ. R.de Oliveira RodriguesL.FerreiraC. E.SogayarM. C. (2006). Evaluating different methods of microarray data normalization. *BMC Bioinformatics* 7:469 10.1186/1471-2105-7-469PMC163607517059609

[B10] FreemanK.BrureauA.VadigepalliR.StaehleM. M.BrureauM. M.GonyeG. E. (2012a). Temporal changes in innate immune signals in a rat model of alcohol withdrawal in emotional and cardiorespiratory homeostatic nuclei. *J. Neuroinflamm.* 9:97. 10.1186/1742-2094-9-97 22626265PMC3411448

[B11] FreemanK.StaehleM. M.GümüşZ. H.VadigepalliR.GonyeG. E.NicholsC. N. (2012b). Rapid temporal changes in the expression of a set of neuromodulatory genes during alcohol withdrawal in the dorsal vagal complex: molecular evidence of homeostatic disturbance. *Alcohol. Clin. Exp. Res.* 36 1688–1700. 10.1111/j.1530-0277.2012.01791.x 22486438PMC4419739

[B12] FreemanK.StaehleM. M.VadigepalliR.GonyeG. E.OgunnaikeB. A.HoekJ. B. (2013). Coordinated dynamic gene expression changes in the central nucleus of the amygdala during alcohol withdrawal. *Alcohol. Clin. Exp. Res.* 37 E88–E100. 10.1111/j.1530-0277.2012.01910.x 22827539PMC4408903

[B13] FroyO. (2007). The relationship between nutrition and circadian rhythms in mammals. *Front. Neuroendocrinol.* 28 61–71. 10.1016/j.yfrne.2007.03.001 17451793

[B14] FroyO. (2011). The circadian clock and metabolism. *Clin. Sci.* 120 65–72. 10.1042/cs2010032720929440

[B15] GachonF.FirsovD. (2011). The role of circadian timing system on drug metabolism and detoxification. *Expert Opin. Drug Metab. Toxicol.* 7 147–158. 10.1517/17425255.2011.544251 21192771

[B16] HarbourV. L.WeiglY.RobinsonB.AmirS. (2014). Phase differences in expression of circadian clock genes in the central nucleus of the amygdala, dentate gyrus, and suprachiasmatic nucleus in the rat. *PLoS One* 9:e103309 10.1371/journal.pone.0103309PMC411334725068868

[B17] HoogerwerfW. A.HellmichH. L.CornélissenG.HalbergF.ShahinianV. B.BostwickJ. (2007). Clock gene expression in the murine gastrointestinal tract: endogenous rhythmicity and effects of a feeding regimen. *Gastroenterology* 133 1250–1260. 10.1053/j.gastro.2007.07.009 17919497

[B18] HughesM. E.DiTacchioL.HayesK. R.VollmersC.PulivarthyS.BaggsJ. E. (2009). Harmonics of circadian gene transcription in mammals. *PLoS Genet.* 5:e1000442 10.1371/journal.pgen.1000442PMC265496419343201

[B19] KanekoK.YamadaT.TsukitaS.TakahashiK.IshigakiY.OkaY. (2009). Obesity alters circadian expressions of molecular clock genes in the brainstem. *Brain Res.* 1263 58–68. 10.1016/j.brainres.2008.12.071 19401184

[B20] KhanR. L.VadigepalliR.McDonaldM. K.RogersR. F.GaoG. R.SchwaberJ. S. (2008). Dynamic transcriptomic response to acute hypertension in the nucleus tractus solitarius. *Am. J. Physiol. Regul. Integr. Compar. Physiol.* 295 R15–R27. 10.1152/ajpregu.00152.2008 18434436PMC2494808

[B21] KoobG. F.VolkowN. D. (2010). Neurocircuitry of addiction. *Neuropsychopharmacology* 35 217–238. 10.1038/npp.2009.11019710631PMC2805560

[B22] LamontE. W.RobinsonB.StewartJ.AmirS. (2005). The central and basolateral nuclei of the amygdala exhibit opposite diurnal rhythms of expression of the clock protein Period2. *Proc. Natl. Acad. Sci. U.S.A.* 102 4180–4184. 10.1073/pnas.050090110215746242PMC554834

[B23] LiJ. Z.BunneyB. G.MengF.HagenauerM. H.WalshD. M.VawterM. P. (2013). Circadian patterns of gene expression in the human brain and disruption in major depressive disorder. *Proc. Natl. Acad. Sci. U.S.A.* 110 9950–9955. 10.1073/pnas.1305814110 23671070PMC3683716

[B24] LiS.ZhangL. (2015). Circadian control of global transcription. *BioMed Res. Int.* 2015:187809.10.1155/2015/187809PMC467084626682214

[B25] LieberC. S.DecarliL. M. (1994). Animal models of chronic ethanol toxicity. *Methods Enzymol.* 233 585–594. 10.1016/s0076-6879(94)33061-18015491

[B26] LimF. L.CurrieR. A.OrphanidesG.MoggsJ. G. (2006). Emerging evidence for the interrelationship of xenobiotic exposure and circadian rhythms: a review. *Xenobiotica* 36 1140–1151. 10.1080/00498250600861819 17118921

[B27] McDonaldM.HoekJ.OgunnaikeB.SchwaberJ. (2008). Behavioral and neurobiological changes within a period of heightened susceptibility to voluntary alcohol withdrawal. *FASEB J. Federat. Am. Soc. Exp. Biol.* 22(1 Suppl.), 946.7–946.7.

[B28] MiedaM.WilliamsS. C.RichardsonJ. A.TanakaK.YanagisawaM. (2006). The dorsomedial hypothalamic nucleus as a putative food-entrainable circadian pacemaker. *Proc. Natl. Acad. Sci. U.S.A.* 103 12150–12155. 10.1073/pnas.0604189103 16880388PMC1567710

[B29] OishiK.SakamotoK.OkadaT.NagaseT.IshidaN. (1998). Antiphase circadian expression between BMAL1 and period homologue mRNA in the suprachiasmatic nucleus and peripheral tissues of rats. *Biochem. Biophys. Res. Commun.* 253 199–203. 10.1006/bbrc.1998.9779 9878515

[B30] OrinaJ. N.CalcagnoA. M.WuC. P.VarmaS.ShihJ.LinM. (2009). Evaluation of current methods used to analyze the expression profiles of ATP-binding cassette transporters yields an improved drug-discovery database. *Mol. Cancer Ther.* 8, 2057–2066. 10.1158/1535-7163.MCT-09-025619584229PMC2736804

[B31] PandaS.AntochM. P.MillerB. H.SuA. I.SchookA. B.StraumeM. (2002). Coordinated transcription of key pathways in the mouse by the circadian clock. *Cell* 109 307–320. 10.1016/s0092-8674(02)00722-5 12015981

[B32] PaschosG. K.BaggsJ. E.HogeneschJ. B.FitzGeraldG. A. (2010). The role of clock genes in pharmacology. *Annu. Rev. Pharmacol. Toxicol.* 50 187–214. 10.1146/annurev.pharmtox.010909.105621 20055702

[B33] PaxinosG.WatsonC. (2007). *The rat brain in stereotaxic coordinates*, 6 Edn. Amsterdam: Academic.10.1016/0165-0270(80)90021-76110810

[B34] PerrinJ. S.SegallL. A.HarbourV. L.WoodsideB.AmirS. (2006). The expression of the clock protein PER2 in the limbic forebrain is modulated by the estrous cycle. *Proc. Natl. Acad. Sci. U.S.A.* 103 5591–5596. 10.1073/pnas.0601310103 16554373PMC1459398

[B35] PradervandS.WeberJ.ThomasJ.BuenoM.WirapatiP.LefortK. (2009). Impact of normalization on miRNA microarray expression profiling. *RNA* 15, 493–501. 10.1261/rna.129550919176604PMC2657010

[B36] RamanathanC.NunezA. A.SmaleL. (2008). Daily rhythms in PER1 within and beyond the suprachiasmatic nucleus of female grass rats (*Arvicanthis niloticus*). *Neuroscience* 156 48–58. 10.1016/j.neuroscience.2008.07.020 18692118PMC2758417

[B37] ReppertS. M.WeaverD. R. (2002). Coordination of circadian timing in mammals. *Nature* 418 935–941. 10.1038/nature00965 12198538

[B38] RobertoM.GilpinN. W.SigginsG. R. (2012). The central amygdala and alcohol: role of γ-aminobutyric acid, glutamate, and neuropeptides. *Cold Spring Harb. Perspect. Med.* 2:a012195. 10.1101/cshperspect.a012195 23085848PMC3543070

[B39] RosaJ.MyskiwJ. C.FuriniC. R.SapirasG. G.IzquierdoI. (2014). Fear extinction can be made state-dependent on peripheral epinephrine: role of norepinephrine in the nucleus tractus solitarius. *Neurobiol. Learn. Mem.* 113 55–61. 10.1016/j.nlm.2013.09.018 24161888

[B40] SchwaberJ. S.KappB. S.HigginsG. A.RappP. R. (1982). Amygdaloid and basal forebrain direct connections with the nucleus of the solitary tract and the dorsal motor nucleus. *J. Neurosci.* 2 1424–1438. 10.1523/jneurosci.02-10-01424.1982 6181231PMC6564412

[B41] SegallL. A.PerrinJ. S.WalkerC. D.StewartJ.AmirS. (2006). Glucocorticoid rhythms control the rhythm of expression of the clock protein, Period2, in oval nucleus of the bed nucleus of the stria terminalis and central nucleus of the amygdala in rats. *Neuroscience* 140 753–757. 10.1016/j.neuroscience.2006.03.037 16678973

[B42] ShiehK. R. (2003). Distribution of the rhythm-related genes rPERIOD1, rPERIOD2, and rCLOCK, in the rat brain. *Neuroscience* 118 831–843. 10.1016/s0306-4522(03)00004-6 12710990

[B43] SládekM.RybováM.JindrákováZ.ZemanováZ.PolidarováL.MrnkaL. (2007). Insight into the circadian clock within rat colonic epithelial cells. *Gastroenterology* 133 1240–1249. 10.1053/j.gastro.2007.05.053 17675004

[B44] SmithR. J.Aston-JonesG. (2008). Noradrenergic transmission in the extended amygdala: role in increased drug-seeking and relapse during protracted drug abstinence. *Brain Struct. Funct.* 213 43–61. 10.1007/s00429-008-0191-3 18651175PMC3632504

[B45] SpurgeonS. L.JonesR. C.RamakrishnanR. (2008). High throughput gene1 expression measurement with real time PCR in a microfluidic dynamic array. *PLoS One* 3:e1662 10.1371/journal.pone.0001662PMC224470418301740

[B46] StorchK. F.LipanO.LeykinI.ViswanathanN.DavisF. C.WongW. H. (2002). Extensive and divergent circadian gene expression in liver and heart. *Nature* 417 78–83. 10.1038/nature744 11967526

[B47] SukumaranS.AlmonR. R.DuBoisD. C.JuskoW. J. (2010). Circadian rhythms in gene expression: relationship to physiology, disease, drug disposition and drug action. *Adv. Drug Deliv. Rev.* 62 904–917. 10.1016/j.addr.2010.05.009 20542067PMC2922481

[B48] VollmersC.GillS.DiTacchioL.PulivarthyS. R.LeH. D.PandaS. (2009). Time of feeding and the intrinsic circadian clock drive rhythms in hepatic gene expression. *Proc. Natl. Acad. Sci. U.S.A.* 106 21453–21458. 10.1073/pnas.0909591106 19940241PMC2795502

How the deposited data were processed for this re-analysis (not part of the article)

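RNA from micropunched DVC and CeA tissue of male rats killed at ZT3, ZT5 or ZT9 was reverse transcribed and measured by microfluidic qRT-PCR for 145 genes in 72 samples. Samples were assigned to region, time point, replicate and animal from their labels, and the deposited values were joined to them by the animal number and region in the column names. The DVC columns of the non-normalized values carry the name of the nucleus tractus solitarius, which is part of the DVC, and were matched by animal number. Samples of the 2 regions from 1 animal are paired by the animal number. Samples with the same replicate number at different time points are different animals.

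The authors deposited 3 kinds of values, all on a log2 scale. The first are C_T values from the instrument software with its default settings, in which 1 cycle more means about 2-fold less cDNA and failed reactions are missing. The second are the C_T values after the authors' quantile normalization, still on the log2 scale of cycles. The third are the authors' means of these normalized values per time point and the differences of the means from ZT5. The values were checked against each other. Quantile normalization with limma of all 72 samples together gave the authors' normalized values to within 4.99e-09 cycles, whereas normalization of each region on its own differed by up to 0.972 cycles. The assays fall into 2 sets of 72 and 73 genes that were missing together in the 2 half-measured CeA samples. The third kind of values was not used further, because 4 of its 5 CeA columns hold the DVC values.

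All counts and means were computed from the authors' normalized values. −ΔΔC_T is the ZT5 mean of a region minus the value. The two-factor ANOVA entered time point, then region, then their interaction, with sequential sums of squares. One-way ANOVAs, two-tailed Student's t-tests and Welch's tests were run per gene and region at a threshold of 0.05, with Benjamini-Hochberg adjustment where stated. Limma 3.58.1 in R 4.3.3 gave moderated F-tests over the 3 time points in each region and of the interaction, for genes with at least 2 values at each time point. A gene with a mean −ΔΔC_T beyond 0.25 in size at ZT3 or ZT9 passed the paper's threshold. Alignment scores followed the paper's equations, with its limits of 5.5, 5.0, 4.1 and 3.7. Distances between samples were Euclidean over the genes measured in both samples and were scaled up to all genes. The share of squared distance explained by a grouping was tested by permutation, and classical scaling in 3 dimensions gave the coordinates. Mixed models with the animal as a random effect used nlme 3.1.168. The other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Permutation tests enumerated all splits where a group had fewer than 10 samples and there were 2 groups, and otherwise used 100000 draws. They were two-sided for differences of means and one-sided for shares of distance and F statistics.

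Genes were given in full where the paper's results text names them or where they were among the 5 smallest limma p-values of a region. For gene families, counts and ranges were given, with at most 4 genes in full. Of the 145 identifiers in the deposited values, 143 were found in the RefSeq gene table of GRCr8, 127 with the same symbol and 16 with another, and 1 identifier was used for more than 1 gene.

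The precision of a value is limited by the number of samples and by failed reactions. DVC samples had between 0 and 6 failed reactions of 145. CeA samples had between 1 and 9, apart from 1 with 74 and 1 with 78. Slc6a2, Agtr2 and Fosl1 were measured in 1, 6 and 7 of the 33 CeA samples. Number and quality of the starting RNA molecules are not part of the deposited values, so no counting error can be given.

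Alternatives to the main settings changed 1 choice at a time. They were quantile normalization per region or of both regions together, median centring, no normalization, only genes with a value in every sample (of the region for results of 1 region), only samples with under 10% failed reactions, only higher-numbered animals, the animal number as a covariate, another order of the ANOVA terms, Benjamini-Hochberg adjustment, Welch's tests, the two-factor effect as evidence for a pattern, thresholds of 0.5 and 0.15, another distance, animals with both regions only, and a replicate or animal block. Median centring within each set of assays, the sample's median C_T as a covariate, the group of animals as a factor and leaving out the t-test of ZT5 against ZT9 were added after seeing the data.

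The procedures were tested on simulated data in which 40 genes were shifted in the DVC by 1 cycle. Limma called 38 of the 40 genes and 0 others, the interaction test 33 and 0 others, and one-way ANOVA 39 and 3 others. The two-factor interaction called 36 and 2 others. In the CeA, where no gene was shifted, limma called 1 gene and one-way ANOVA 4. The pattern rule gave all 40 genes the direction of their shift at ZT9 and gave 26 unshifted genes a direction as well. Tukey comparisons were not analysed here, since the counts in the text rest on ANOVA and t-tests.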

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

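The tests for the 2 results in this part were chosen only after these results were seen, and for the amount of cDNA, median centring of the Rgs average and centring of each set of assays also after the sample medians or the averages of each region that bear on their outcome were seen.

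One CeA sample at ZT3, replicate 6, lay far from the others for Hprt. Its normalized C_T was 16.23, and the other ZT3 samples lay between 14.95 and 15.43. The gap to the nearest sample was 0.621 of the range of the 7 samples, above Dixon's 95% critical value for this number of samples. This was 1 of 30 tests of this kind, and chance alone exceeds this value in about 1 of 20 tests. With median centring in place of quantile normalization the gap was 0.373 of the range, below the critical value, so the normalization may account for the distance. The sample's median C_T of 19.90 ranked 5 of 7 from the lowest, above the mean of 19.61. It was not the sample with the least cDNA, but a lower amount than in most of the others is not ruled out as a contribution. All 7 samples share a region and a time point, so the design gives no biological explanation and none was tested.

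The change of the Rgs average from ZT5 to ZT9 differed between the regions. The difference, DVC minus CeA, was -0.51 over 11 animals at ZT9 and 12 at ZT5 with both regions (permutation of the time points, p = 0.0114). Quantile normalization was tested by median centring, which gave a difference of -0.75 (p = 0.00551). An offset between the 2 sets of assays was tested by centring each set, which gave -0.71 (p = 0.00134). The order in which animals entered the study was tested by permuting within the lower-numbered and the higher-numbered animals, which gave -0.45 (p = 0.0198). Without normalization the Rgs averages at ZT9 were -0.21 in the DVC and 0.08 in the CeA, and their difference was not tested. None of these 3 explanations accounted for the difference. Which of the 2 RNA extraction kits each sample had is not stated, so an effect of the kit cannot be told apart from it. A candidate explanation is that the time of day acts on Rgs transcripts differently in the 2 regions, which remains a hypothesis because the difference was found and tested on the same samples. The interaction of single genes did not pass a correction, with a limma adjusted p of 0.307 for Rgs4, the smallest of the named Rgs genes, and 0.717 for Rgs2. Among the Rgs genes, Rgs4 had the lowest ZT9 value in the DVC (-1.80) and the highest in the CeA (0.44). Against the ZT5 samples of their own group, its CeA values were -0.49 in lower-numbered and -0.59 in higher-numbered animals. The corresponding DVC values were -2.64 and -1.22. The opposite signs of the pooled values were therefore not seen within either group. The average was not tested without Rgs4, so this gene may account for much of the difference.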

How the results depend on the processing

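Alternatives were set before the data were examined, except median centring within each set of assays, the median C_T as a covariate, the group of animals as a factor and leaving out the t-test of ZT5 against ZT9. Over 29 results and 274 combinations of a result with an alternative, 203 kept their direction and their side of the threshold, or stayed within 1.5 times the count or within the spread, 67 moved further, 4 lost significance and 0 reversed. The region separation of samples, from 34.2% to 70.1% over its alternatives, and the limma interaction count of 0 kept to this under every alternative. At an unadjusted p of at most 0.05 the interaction count was 16. Quantile normalization of both regions together returns the authors' values and so could not move any result. Where a result changed, the cause was not tested, apart from the tests reported under the other observations.

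Without normalization, the two-factor time point count rose from 43 to 65, while the CeA one-way count fell from 21 to 13 and CeA genes between ZT5 and ZT9 from 21 to 5. Threshold-only genes rose to 75 in the DVC and 102 in the CeA, genes with a pattern in both regions to 135 and with the same pattern to 48. Limma genes were 9 in the DVC and 1 in the CeA. High alignment scores numbered 3 and low ones 19, glutamate receptor genes moving the same way 5 and GABA receptor genes moving opposite ways 0. At ZT3, all 9 genes of each receptor family were above 0 in both regions in this setting, so these receptor counts do not bear on the receptor patterns. The Rgs average at ZT9 in the DVC was -0.21 (p = 0.445), with the median of all genes at 0.49. The time separation of CeA samples was 10.5% (p = 0.135).

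Median centring gave 13 CeA genes between ZT5 and ZT9, 9 limma genes in the DVC and 2 in the CeA, and 5 glutamate receptor genes moving the same way. Quantile normalization per region gave an SD ratio of 0.904 and 1 such glutamate receptor gene. Median centring within each set of assays gave 2 limma genes in the CeA.

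Results of 1 region were also computed among genes with a value in every sample of that region. Results of both regions used the fewer genes with a value in every sample of both, so these counts do not add up across regions. CeA ZT5 replicate 1 had values for 67 genes, which limits every such count that uses the CeA. A lower count there does not by itself show a weaker result. Two-factor counts were 11 for time point and 36 for region, and 38 genes had a one-way region effect. One-way time point effects numbered 20 in the DVC, 10 in the CeA and 1 in both, and 12 CeA genes differed between ZT5 and ZT9. CeA t-tests added 6 genes, and statistics-based genes were 16 in the CeA and 26 in either region. Threshold-only genes were 18 in each region, patterns 39 in either region, 17 in both and 6 the same. Glutamate receptor genes moving the same way were 1, high alignment scores 6 and low ones 4.

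In the higher-numbered animals, the DVC counts were 14 for one-way effects, 24 for statistics-based genes, 61 for threshold-only genes and 3 for limma. The t-tests added 10 genes in the DVC and 8 in the CeA. The SD ratio was 0.832, glutamate receptor genes moving the same way 6 and GABA receptor genes moving opposite ways 0. With animals that gave both regions, 1 GABA receptor gene moved opposite ways. Without the 2 samples with over 10% failed reactions, and with the group of animals as a factor, limma gave 3 CeA genes each. Without the t-test of ZT5 against ZT9, t-tests in all animals added 13 genes in the DVC and 10 in the CeA.

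After Benjamini-Hochberg adjustment, 28 genes had a two-factor time point effect, 15 DVC and 4 CeA genes a one-way effect, and 2 CeA genes differed between ZT5 and ZT9. With 1 minus the Spearman correlation as the distance, the time separation was 9.05% (p = 0.158) in the DVC and 11.1% (p = 0.156) in the CeA. With the two-factor effect as evidence, 56 CeA genes were statistics-based. A threshold of 0.5 gave 10 and 12 threshold-only genes in the DVC and CeA, 28 genes with a pattern in both regions and 10 with the same, and a threshold of 0.15 gave 66, 79, 94 and 30.

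Same-numbered samples at different time points come from different animals, and their deviations had mean correlations of 0.0107 in the DVC and 0.0435 in the CeA. With the replicate number as a block, one-way effects numbered 47 in the DVC and 30 in the CeA, and limma genes 31 and 14. With the animal as a block across regions, where limma's correlation was 0.0675, the counts were 39 for time point and 104 for region in the two-factor test, 106 for region at any time point and 0 for the interaction.

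Failed reactions limit the CeA results of Slc6a2, Agtr2 and Fosl1, with 1, 6 and 7 values.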

Differences from the paper's values

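The t-tests added 16 CeA genes beyond the one-way ANOVA, against the paper's 8. Of the alternatives set before the data were examined, the higher-numbered animals (8) and the genes with a value in every sample (6) were within 1.5 times the paper's value. Welch's tests (16), quantile normalization per region (13) or of both regions (16), median centring (14), no normalization (23) and samples with under 10% failed reactions (16) did not. Of the 16 genes, 6 passed only the test of ZT5 against ZT9, for which the paper's Supplementary Table S3 lists 0 genes, and without this test, an alternative chosen after seeing the values, 10 genes were added, within 1.5 times the paper's value.

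Statistics-based genes that did not reach the threshold numbered 0 in the CeA, against the paper's 6. With the two-factor time point effect counted as evidence there were 7, within 1.5 times the paper's value. None of the other alternatives set before the data were examined closed the gap.

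Between ZT5 and ZT9 in the CeA, 21 genes were past the threshold, while the paper's Supplementary Table S3 lists 0 for this comparison. None of the alternatives set before the data were examined closed the gap, with counts from 2 to 26.

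The other counts were within 1.5 times the paper's. Some settings reached the paper's value. Quantile normalization per region, median centring and samples with under 10% failed reactions gave 20 CeA genes with a one-way effect, and median centring gave 114 genes with a pattern in either region. The two-factor effect as evidence gave 114 genes with a pattern in either region and 67 with one in both. The higher-numbered animals gave 22 genes with the same pattern, and quantile normalization per region gave 18, the number in the paper's legend of Fig. 5A. The paper's text gives 33 DVC genes with a one-way effect, while 31 were found here and 31 are past the threshold in the paper's Supplementary Table S2.

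The CeA one-way p-values of the paper's Supplementary Table S3 lay within 0.001 of the recomputed ones for 74 of 144 genes, and for all but 2 of the 144 genes when the 2 samples with over 10% failed reactions were left out. The pairwise p-values of the paper's supplement matched Welch's tests for all 145 DVC genes in each of the 3 comparisons, and matched Student's tests, which the methods name, for 4, 5 and 33.

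The paper states a minimum number of genes for every pattern in the DVC. The smallest number here was 4, for genes lower at ZT3 and higher at ZT9. The paper writes that the increase in threshold-based patterns in the CeA may reflect a larger biological variability there or a broader range of interactions between emotional state and expression rhythms. The second was not tested, and the ratio of within-group SDs was 0.994, with an interval from 0.854 to 1.2. The increase itself, 48 genes against 38 in the DVC, depended on the setting. It was absent in the higher-numbered animals (61 in each region) but present without normalization (102 against 75). The paper describes glutamate receptor patterns as relatively similar between the regions. Here 2 of 9 genes moved the same way at both time points, but 5 of 9 did so with median centring and 6 of 9 in the higher-numbered animals. With quantile normalization per region 1 gene moved the same way. It was also 1 among genes with a value in every sample, but that setting leaves out Gria2, Gria3, Grin1 and Grin2c and so limits the count. The count of 5 without normalization cannot decide the question, since all 9 genes were above 0 at ZT3 in both regions there. The paper writes that GABA receptor patterns seem to be inverted, and 2 of 9 genes moved opposite ways at both time points, against 3 that moved the same way. The paper states that most genes tested in each region had a difference between individual time points, and such a difference was found for 47 of 145 genes in the DVC and 37 in the CeA.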

Other observations

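The tests of an offset between the 2 sets of assays, of the median C_T by time point, of the paper's CeA p-values, of all genes past the threshold, of the 2 regions of an animal within the groups of animals, of the group of animals as a factor, of the changes within the 2 groups of animals and of the Rgs average within them were chosen only after the result was seen.

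Time labels were exchanged 100 times among animals with the same replicate number, which with the real labels makes 101 splits. As many genes as with the real labels were found in 1 of 101 splits for the two-factor time point effect, 3 for the DVC one-way effect, 2 for the CeA one-way effect, 2 for an effect in both regions and 1 for CeA genes between ZT5 and ZT9. Limma counts as large were seen in 1 of 101 splits in the DVC and 1 in the CeA. Statistics-based counts as large were seen in 4 splits for the DVC, 3 for the CeA and 4 for either region, and a count of genes with the same pattern as large in 2. The genes added by t-tests were as many in 22 splits for the DVC and 17 for the CeA, and genes with a pattern in 19 splits for either region and 6 for both. Threshold-only genes were as many in 101 splits in the DVC and 89 in the CeA, with medians of 50.5 and 55.0 over the exchanged labels against 38 and 48 with the real ones. Threshold-only counts fall when genes become statistics-based, so all genes past the threshold were compared as well. They numbered 82 in the DVC and 85 in the CeA, with medians of 68.5 and 73.5 over the exchanged labels, and were as many in 17 and 13 of 101 splits. High alignment scores were as many in 35 splits and low ones in 21. Exchanging labels among any animals gave as many genes in 1 split for the DVC one-way effect and 3 for the CeA. With the region labels swapped within animals, 1 of 101 splits gave as many genes with a region effect in the two-factor ANOVA, 1 in the one-way tests, and 101 gave as many interaction genes by limma, for which the real count was 0 (16 at an unadjusted p of at most 0.05). With the CeA time labels permuted, glutamate receptor genes moving the same way were as many in 68 splits and GABA receptor genes moving opposite ways in 69.

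Lower-numbered and higher-numbered animals differed at the same time point. By t-tests, 34 DVC genes differed between these groups at ZT5 and 24 at ZT9, a total of 58, and 39 and 32 CeA genes, a total of 71. The median total over random splits of the same sizes was 12, and 1 of 101 splits gave as many in the DVC and 1 of 101 in the CeA. Between ZT5 and ZT9 in the pooled samples, 29 genes differed in the DVC, fewer than between the groups at ZT5 but more than at ZT9, and 21 in the CeA, fewer than between the groups at either time point. The order in which animals entered the study, or something that changed with it, may therefore have contributed to the pooled time point counts. It did not fully account for them, since with the group as a factor the one-way counts were 30 in the DVC and 22 in the CeA, against 31 and 21, with 23 and 15 genes shared, and limma gave 14 in the DVC and 3 in the CeA, against 15 and 5. The groups both hold ZT5 and ZT9 animals, while all ZT3 animals are higher-numbered. Across genes, which are not independent replicates, the change from ZT5 to ZT9 in the lower-numbered and higher-numbered animals had a Spearman rho of 0.409 in the DVC (permutation p = 1e-05, the smallest that the permutations can give) and 0.218 in the CeA (p = 0.00952). The change of the Rgs average at ZT9 in the DVC was not accounted for by the order of animals, since it had p = 1.50e-04 when time points were permuted within the 2 groups.

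With the sample's median C_T as a covariate, the one-way counts were 32 in the DVC and 24 in the CeA, with 25 of the 31 and 19 of the 21 genes shared. Quantile normalization already gives every sample the same distribution, so this test of the amount of cDNA could not move the values far. Median centring of the non-normalized values gave 30 and 20 genes, with 21 and 15 shared. Centring each set of assays gave 40 and 22 genes, with 19 and 15 shared, so the size of the counts did not rest on an offset between the sets, while the genes in the lists depended in part on the normalization. The median C_T itself did not differ between time points beyond chance in the DVC (permutation p = 0.14) or the CeA (permutation p = 0.343).

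The alignment score was tested against the size and the shape of the time point changes across 144 genes. Its Spearman rho was -0.426 with the size and 0.496 with the cosine between the −ΔΔC_T values of the 2 regions (permutation p = 1e-05 for each, the smallest that the permutations can give). Neither reached 0.5 in size, the limit set for calling 1 of them the main determinant, so the score may reflect both. No biological explanation was tested.

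The p-values that the paper's Supplementary Table S3 lists for ZT5 against ZT9 in the CeA lay between 0.134 and 0.746. Across the genes with both values they had a Spearman rho of 0.986 with the difference ZT9 minus ZT5 in normalized C_T, and of -0.0193 with the recomputed p-values. This is consistent with a column that holds a quantity other than a two-sided p-value. No biological explanation was tested.

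The 2 CeA samples with many failed reactions had larger deviations from their group means than the others. The mean absolute deviation was 0.96 cycles for ZT5 replicate 1 and 0.68 cycles for ZT9 replicate 10, and between 0.32 and 0.66 cycles in the other CeA samples. Quantile normalization of a sample with values for only part of the genes may have contributed. Centring each set of assays gave 0.82 and 0.49 cycles, with at most 0.64 in the others. No biological explanation was tested.

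The deviations of the 2 regions of an animal from their group means had a mean correlation of 0.127 over 32 animals, against 0.00281 for pairs from different animals (one-sided permutation p = 0.0001, the smallest that the permutations can give). With deviations from the means of the lower-numbered and higher-numbered animals at each time point, and animals permuted within these groups, the mean correlation fell to 0.0706, against -0.000635 for other animals (one-sided permutation p = 0.0177). The order of animals may therefore account for part of it but not for all. A shared state or handling of the animal may underlie the rest, and these 2 cannot be told apart.

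In the authors' deposited means and differences, 4 of the 5 CeA columns were identical to the DVC columns for all 145 genes. The CeA difference between ZT3 and ZT5 held CeA values, within 0.001 of the recomputed ones for 144 genes.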
